A study of Mus musculus with 16 samples. Its data were reported in "The long noncoding RNA CARDINAL attenuates cardiac hypertrophy by modulating protein translation" (2024).

How the data were processed

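RNA was measured in the apex of the hearts of 16 adult mice, 4 in each of 4 groups formed by 2 genotypes and 2 operations. Ctrl animals carried the Cardinal gene and knockout (KO) animals had it deleted. Transverse aortic constriction (TAC) narrows the aorta and loads the left ventricle with pressure, and sham animals had the operation without the constriction. Hearts were taken 4 weeks after surgery. Poly(A)-selected RNA was sequenced as paired 150-base reads per the labels. The authors deposited 1 table of raw read counts per Ensembl gene, with 1 column per mouse, 55487 genes and no normalization. The aligner, the counting program, the genome build and the annotation behind these counts are not given in the labels, nor is whether counting used the strand of the read. The deposited counts were whole numbers, and the library totals ranged from 53169437 to 79404714. Columns were matched to animals by the animal number in the sample titles. Replicates were numbered within each group in the order of the samples, so the numbers pair nothing.

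Gene names and positions came from GENCODE mouse release M21 (assembly GRCm38), which held 55141 (99.4%) of the gene identifiers. The others carried 0.0131% of all counts. Positions are those of this annotation, which was chosen for its match to the identifiers and may differ from the one used for counting.

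Genes were filtered with filterByExpr and library sizes scaled by the TMM method in edgeR 4.0.16 (R 4.3.3), which kept 18275 genes. Levels are given as CPM, the count of a gene relative to the TMM-scaled total of its library, as mean ± SD over the 4 libraries of a group. A single quasi-likelihood model with a mean for each of the 4 groups was fitted to all 16 libraries (glmQLFit with the robust option), and 5 contrasts were tested with glmQLFTest: TAC against sham within each genotype, KO against Ctrl within each operation, and the genotype by surgery interaction. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. The standard error of a log2 fold change was its absolute value divided by the square root of the F statistic. The model had no batch term, since the labels give no batch. The animal numbers in the titles fall into 2 series, one starting with 25 (Ctrl TAC 2, 3 and 4 and KO TAC 4) and one starting with 3 (the other 12 libraries). Within the latter, the numbers of Ctrl sham 4 and KO sham 1, 2 and 3 start with 33, and no TAC animal has such a number. The meaning of these series is not given in the labels.

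The amplification of the TAC response was measured over genes called for the TAC effect averaged over both genotypes. For each, the interaction in log2 CPM (prior count 2) was given the sign of the averaged TAC effect, and the median over genes was compared with its values after permuting genotype labels within TAC and within sham animals (4900 relabellings, two-sided). Where a term for animal numbers was used, its effect was removed from log2 CPM once, with the real groups in the model. It was not estimated again at each relabelling, so those permutation p values are approximate. The 9 lists of genes (641 symbols, 622 of them matched) were written from general knowledge and tested with camera in limma 3.58.1 with an inter-gene correlation preset at 0.01, two-sided and adjusted over the 9 lists. Gene Ontology sets were not used here. Cardinal itself was also compared between groups with an exact two-sided permutation test of log2 CPM over the 70 relabellings of 8 libraries, which cannot give a p under 0.0286.

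The grouping, the tests, the gene lists and the rule for naming genes were fixed before the data were examined. The rule named 13 preset genes, and, for each contrast between 2 groups, the 3 genes with the largest rise and the 3 with the largest fall among called genes with an average log2 CPM of at least 2, no overlap between the groups' libraries and a symbol that is not a predicted-gene or Rik name. For the interaction the overlap condition was left out. Some named genes satisfy the rule in 2 contrasts, and 1 gene that satisfies it is not reported here.

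Alternatives were DESeq2 size factors in edgeR (the RLE method), the DESeq2 1.42.0 Wald test, no filter beyond 1 count in any library, at least 10 counts in every library, an adjusted p under 0.01, the animal-number series as a model term, a fit to the 8 libraries of the 2 groups compared, the omission of each library in turn (16 fits), and for the gene lists also camera with an estimated correlation and fry. Leaving out Ctrl TAC 2 and KO TAC 4 together, and a model term for the animal numbers starting with 33, were added after seeing the data. Not every alternative was run for every result: single genes were not recomputed with the other filters or the stricter threshold, and Cardinal was in addition not recomputed with the animal-number series or in the fits to 8 libraries. Counts of called genes were also compared with those from other splits of the same libraries. A further 12 lists of marker genes of cell types and tissues, and 8 of other organs, were used for the candidate sources of single transcripts. The 95% intervals of single counts are exact Poisson intervals and cover counting error only, since the reads carry no molecular identifiers. Replicates were compared pair by pair with a chi-square test of their counts. Over 24 pairs the statistic was 10.0 to 72.6 per degree of freedom, so no pair looked like 1 library deposited 2 times.

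The procedure was tested on simulated counts for 18275 genes with the means, dispersions and library sizes of these data. Of 200 genes changed by 1 log2 in KO TAC, 95.5% were called in the right direction, with a median estimated change of 1.01, beside 14 unchanged genes. A contrast with no change gave 0 calls. A simulated amplification of 0.2 log2 was estimated as 0.195 (permutation p 0.0220), and a simulation with no amplification gave 0.0113 log2 (permutation p 0.0527).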

Results

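The data set describes how the mouse heart transcriptome responds to pressure overload with and without Cardinal, a long noncoding RNA (lncRNA, a transcript that is not translated into a protein) annotated in mouse as Gm12295. Poly(A) RNA from the heart apex of 16 mice was sequenced 4 weeks after TAC or sham surgery, with 4 mice each in the Ctrl sham, KO sham, Ctrl TAC and KO TAC groups. Total counts per library ranged from 53169437 in Ctrl sham 4 to 79404714 in KO TAC 4. The libraries held 24458 to 26388 genes with at least 1 count. Mitochondrially encoded genes took 21.9% to 28.8% of the counts of a library.

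The deleted gene was examined first, in every library. Gm12295 (ENSMUSG00000085162) is annotated as a lincRNA on the minus strand of chromosome 11, from 65277654 to 65365798 in GRCm38, next to the gene for the cofactor myocardin (Myocd, 65176561 to 65269989). Its annotated exons cover 3189 bases and overlap no other gene. Cardinal was present at 3.54 ± 0.280 CPM in Ctrl sham hearts (SD, n = 4), and at 0.465 ± 0.119 CPM in KO sham hearts (SD, n = 4), 13.1% of the Ctrl sham level. All 4 KO sham libraries were below all 4 Ctrl sham libraries (exact permutation p = 0.0286, the smallest this design can give, 0.114 after adjustment over 4 comparisons). The libraries KO TAC 1, 2 and 3 had 0.371, 0.276 and 0.368 CPM. The library labelled KO TAC 4 had 377 counts, or 4.55 CPM (95% Poisson interval 4.10 to 5.03), which is above the level of every Ctrl sham library. The Cardinal level of this library therefore goes against its label, and every comparison below that uses the KO TAC group includes it unless stated.

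Because of this library the KO TAC mean was 1.39 ± 2.10 CPM (SD, n = 4), and KO TAC and Ctrl TAC did not differ in Cardinal (exact permutation p = 0.114, 0.229 adjusted). In edgeR the log2 fold change of Cardinal in KO sham against Ctrl sham was -2.92 with an unadjusted p of 0.00358 and an adjusted p of 1.00. Of the 16 fits that each left out 1 library, the one without the library labelled KO TAC 4 called Cardinal in this contrast, with a log2 fold change of -2.92 and an adjusted p of 0.00258. Over these fits, the RLE size factors, the term for animal numbers starting with 33 and the fit without Ctrl TAC 2 and KO TAC 4, the alternatives that gave Cardinal an adjusted p here, it was 0.00101 to 1.00. Without that library the log2 fold change in KO TAC against Ctrl TAC was -3.64, with an adjusted p of 0.000944.

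**Figure D1:**
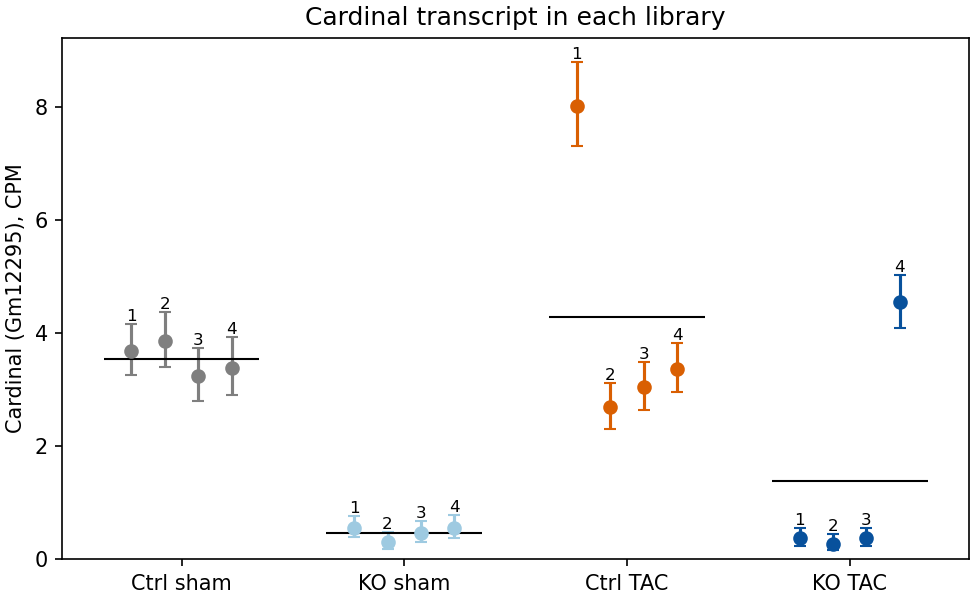
Cardinal (Gm12295) level in CPM (vertical axis) in each of the 16 libraries, by group (horizontal axis). Points are libraries with their replicate number, bars are 95% Poisson intervals of the count, and lines are group means. The library labelled KO TAC 4 sits at 4.55 CPM, far above the other KO libraries, and Ctrl TAC 1 sits at 8.02 CPM.

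Whether pressure overload changes Cardinal was asked within control hearts. The Ctrl TAC mean was 4.28 ± 2.51 CPM (SD, n = 4) against 3.54 in Ctrl sham, a difference smaller than the spread between Ctrl TAC libraries (edgeR log2 fold change 0.27, adjusted p 0.840; exact permutation p = 0.971). The mean rested on Ctrl TAC 1, with 8.02 CPM. Ctrl TAC 2, 3 and 4 had 2.69, 3.04 and 3.37 CPM, and without Ctrl TAC 1 the log2 fold change was -0.22 (adjusted p 0.878). Ctrl TAC 2, 3 and 4 belong to the animal-number series that holds no sham animal, and Cardinal was not refitted with the series. Effects of TAC and of the series on Cardinal were therefore not separated in these libraries. Myocd, the neighbouring gene, had 26.3 ± 3.34 CPM in Ctrl sham and 26.7 ± 3.46 CPM in KO sham hearts (SD, n = 4), and was not called in any of the 5 contrasts. With the animal numbers starting with 33 as a term it was called after TAC, by 0.27 log2 in Ctrl and 0.38 log2 in KO animals (adjusted p 0.0374 and 0.0192).

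The transcriptomes separated first by operation. The first principal component of log2 CPM took 35.7% of the variance and placed sham libraries from -39.0 to -26.8, Ctrl TAC libraries from 8.87 to 28.7 and KO TAC libraries from 39.5 to 48.5. The second component (9.11%) set Ctrl TAC 2 apart, at -62.5. The other 15 libraries lay between -3.40 and 13.8 on it.

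**Figure D2:**
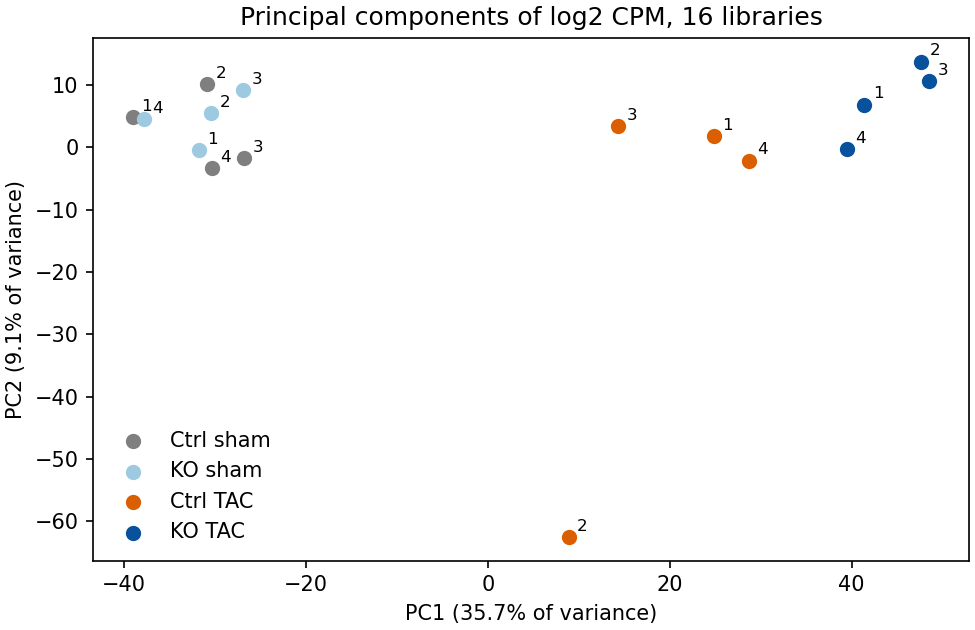
First and second principal components (axes, with the share of variance in percent) of log2 CPM over 18275 genes. Points are libraries, coloured by group and numbered by replicate. Sham and TAC libraries separate on the first component, and Ctrl TAC 2 lies alone at -62.5 on the second.

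TAC against sham in Ctrl animals measures the response to pressure overload. Of 18275 genes tested, 3652 were called, 1898 higher and 1754 lower after TAC, and 532 of them changed by more than 1 log2. The count under the alternatives was moved most by the stricter threshold of 0.01, to 2076 genes. With the animal-number series as a term it was 2479. Following the preset rule, the genes with the largest rises included Acta1, the skeletal alpha-actin gene, and Cilp. Acta1 (ENSMUSG00000031972, chromosome 8, 123891769 to 123894751) rose from 203 ± 67.9 to 3054 ± 685 CPM (SD, n = 4 each), a log2 fold change of 3.91 (SE 0.30, adjusted p 1.63e-06). Cilp rose by 3.43 log2 (SE 0.30, adjusted p 5.93e-06). The largest falls were those of Ces1d, Kcnv2 and Cenpf, with log2 fold changes of -1.99, -1.96 and -1.74 and adjusted p values of 0.000133, 2.65e-06 and 8.23e-05. The natriuretic peptide genes Nppa and Nppb rose by 2.98 log2 (SE 0.34) and 2.49 log2 (SE 0.37). Of the 13 preset genes 10 were called, and 10 when adjusted over the list alone. With the animal-number series as a term Myh7, Myh6 and Drg1 were not called (adjusted p 0.0656, 0.103 and 0.226). Drg1 (0.13 log2, adjusted p 0.0495) was also not called in 15 of the 16 fits that each left out 1 library, and Myh6 not without Ctrl sham 1 (0.0517).

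The same comparison in KO animals gave 6271 called genes, 3253 higher and 3018 lower, of which 1218 changed by more than 1 log2. The library labelled KO TAC 4 is part of this group, and over the 16 fits that each left out 1 library the count was 5374 to 6495. It was 4222 at an adjusted p under 0.01 and 6229 with the animal-number series as a term. With the animal numbers starting with 33 as a term it was 4831, while the count in Ctrl animals was 3862. Fmod (fibromodulin), Ltbp2 and Cilp had the largest rises, with log2 fold changes of 5.25 (SE 0.50), 4.81 (SE 0.33) and 4.75 (SE 0.32). Ces1d, Kcnv2 and Penk had the largest falls, with -3.06 (SE 0.27), -2.94 (SE 0.21) and -2.86 (SE 0.23). Among the preset genes 10 of 13 were called, and 11 when adjusted over the list alone. Of the 10, Zc3h15 (0.16 log2, adjusted p 0.0303) was not called in 6 of the 16 fits.

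Whether the deletion alters the unloaded heart was tested in sham animals. No gene was called between KO sham and Ctrl sham, and 479 genes had an unadjusted p under 0.05 where 914 would be expected with no difference at all. Over the fits that each left out 1 library, the 479 became 353 (without Ctrl sham 3) to 974 (without Ctrl sham 4), with 788 without KO sham 4. The sham animals also differed by number: Ctrl sham 4 and KO sham 1, 2 and 3 have numbers starting with 33, and splitting the sham libraries by this called 111 genes. With it as a term KO sham and Ctrl sham again differed in 0 genes (352 with an unadjusted p under 0.05). None of the 13 preset genes was called, and 1, Gm12295 itself, was called when adjusted over the list alone.

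Whether the deletion alters the loaded heart was tested between KO TAC and Ctrl TAC. This contrast gave 489 called genes, 248 higher and 241 lower in KO TAC, with a median absolute log2 fold change of 0.40, and 3380 genes had an unadjusted p under 0.05. The count depended on the alternative. It was 12 genes (6 higher and 6 lower) with the animal-number series as a term, 63 without Ctrl TAC 2, 438 without the library labelled KO TAC 4, and 1180 with DESeq2. Each series holds 1 TAC library of one genotype and 3 of the other, and no sham library belongs to the series starting with 25, so no count of genes is given within a single series. Splitting the 8 TAC libraries by series in place of genotype called 4 genes.

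Following the preset rule, the largest rises in KO TAC were those of Dio2 (type 2 deiodinase), Comp and Fmod, and the largest falls were those of Penk, Ces1d and Kcnv2. Dio2 (ENSMUSG00000007682, chromosome 12, 90724552 to 90738438) was at 14.9 ± 6.75 CPM in KO TAC and 4.80 ± 1.48 CPM in Ctrl TAC (SD, n = 4 each), a log2 fold change of 1.64 (SE 0.30, adjusted p 0.0163). Comp was at 31.8 ± 5.06 against 10.3 ± 5.12 CPM (log2 fold change 1.63, adjusted p 0.0194), and Fmod at 13.8 ± 3.19 against 4.59 ± 2.25 CPM (log2 fold change 1.58, adjusted p 0.0422). Penk was at 1.00 ± 0.299 against 2.38 ± 0.798 CPM (log2 fold change -1.24, adjusted p 0.0156). Ces1d and Kcnv2 had log2 fold changes of -1.14 and -1.07 with adjusted p values of 0.0395 and 0.0172. With the animal-number series as a term Dio2, Comp, Fmod, Penk, Ces1d and Kcnv2 kept their directions and none was called, with adjusted p values of 0.104, 0.102, 0.190, 0.112, 0.231 and 0.102. In the fit to the 8 TAC libraries alone Kcnv2 was called and the other 5 were not (adjusted p 0.0616 to 0.121). These calls also rested on single libraries: without Ctrl TAC 2 the adjusted p was 0.0704 for Dio2, 0.0622 for Penk and 0.0553 for Kcnv2, without Ctrl TAC 3 it was 0.0596 for Comp, and without KO TAC 3 it was 0.0645 for Comp and 0.0611 for Kcnv2. Of the 16 fits that each left out 1 library, Fmod was not called in 13 and Ces1d not in 9. The library labelled KO TAC 4 is in all these means. Strand use in counting is not given in the labels, so the values of genes that overlap another gene are uncertain, which among the genes named here are Nppa, Fbn1, Fn1, Myh7, Myh6, Atp2a2, Drg1, Ltbp2, Penk, Dio2, Dpm1 and Lrrc14b.

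Of the 13 preset genes 4 were called between KO TAC and Ctrl TAC, and 6 when adjusted over the list alone. Periostin (Postn, ENSMUSG00000027750, chromosome 3, 54361109 to 54391037) was at 413 ± 50.0 CPM in KO TAC and 179 ± 51.7 CPM in Ctrl TAC (SD, n = 4 each), a log2 fold change of 1.21 (SE 0.18, adjusted p 0.0102). Fibronectin (Fn1) was higher by 0.37 log2 (adjusted p 0.0154), and Myh6 and Atp2a2 were lower, with log2 fold changes of -0.39 and -0.29 (adjusted p 0.0184 and 0.0142). Without Ctrl TAC 2 the adjusted p of Fn1, Myh6 and Atp2a2 was 0.0613, 0.0719 and 0.0541. Nor was Fn1 called without KO TAC 3 (adjusted p 0.0552), Myh6 without KO TAC 2 (0.0603) or Atp2a2 in the fit to the 8 TAC libraries alone (0.0616). Postn was called in all 16 fits that each left out 1 library. With the animal-number series as a term none of the 4 was called, with adjusted p values of 0.0848 for Postn, 0.0937 for Fn1, 0.102 for Myh6 and 0.101 for Atp2a2. Nppa and Fbn1 were higher by 1.18 and 0.40 log2 and in the main fit were called only over the list alone (adjusted p over all genes 0.0634 and 0.102). DESeq2 called both over all genes (adjusted p 0.00502 and 0.0265). Nppa was also called without Ctrl TAC 4 (0.0238), and Fbn1 without Ctrl sham 1 (0.0390) and without Ctrl sham 2 (0.0490). With the animal-number series as a term neither was called (0.258 and 0.352). Acta1 was at 2944 ± 590 CPM in KO TAC against 3054 ± 685 CPM in Ctrl TAC, a log2 fold change of -0.05 (adjusted p 0.947). Nppb was higher by 0.37 log2 (SE 0.35, adjusted p 0.630) and Myh7 by 0.21 log2 (adjusted p 0.638), both within the spread of the replicates. Drg1 and Zc3h15, which encode partners in a complex that binds the ribosome, had log2 fold changes of 0.02 and 0.08 (adjusted p 0.879 and 0.458).

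The difference between the responses of the 2 genotypes was tested directly by the interaction. It called 2 genes, Dpm1 and Lrrc14b, with 2024 genes at an unadjusted p under 0.05. Dpm1 (chromosome 2, 168209048 to 168230591) had an interaction of -1.52 log2 (SE 0.20, adjusted p 0.0168). It shares exons with Gm20716 (168180986 to 168230364), whose counts moved the opposite way, so its value is uncertain. Lrrc14b (chromosome 13, 74359578 to 74364005), which overlaps Ccdc127 on the other strand, was at 9.31 ± 1.11, 11.95 ± 0.788, 7.86 ± 0.447 and 5.56 ± 0.304 CPM in Ctrl sham, KO sham, Ctrl TAC and KO TAC (SD, n = 4 each), an interaction of -0.86 log2 (SE 0.12, adjusted p 0.0168). None of the preset genes was called in the interaction over all genes, and 5 were called over the list alone. DESeq2 called 132 genes for the interaction. With the animal numbers starting with 33 as a term 0 genes were called (1978 with an unadjusted p under 0.05), and the adjusted p of both genes was 0.0509. The animal-number series as a term gave adjusted p values of 0.0828 for Dpm1 and 0.0528 for Lrrc14b. Of the 16 fits that each left out 1 library, Dpm1 was not called in 9 and Lrrc14b not in 8.

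Genes were then compared as a whole. Of 3037 genes called for TAC in both genotypes 3032 changed in the same direction, and 2343 (77.1%) changed more in KO animals. The slope of the KO on the Ctrl log2 fold changes was 1.22. Of the 489 genes that differed between KO TAC and Ctrl TAC, 436 were also called for the TAC effect averaged over genotypes, and 426 of these (97.7%) differed in the direction of that effect. Over all 7577 genes called for the averaged TAC effect, the median signed interaction was 0.115 log2 (permutation p = 0.0237 over 4900 relabellings). Its TAC part was 0.119 log2 (exact permutation p = 0.0286, the smallest the 70 relabellings can give) and its sham part 0.004 log2. In KO TAC hearts 80.1% of these genes lay further in the direction of the TAC effect than in Ctrl TAC hearts, where the highest share in any other relabelling was 77.7%. Among responding genes with an averaged change over 1 log2 the median interaction was 0.412 log2 (permutation p = 0.0367). With the animal-number series as a term it was 0.0969 log2 over all responding genes (permutation p = 0.0506), and without the library labelled KO TAC 4 it was 0.131 log2 (permutation p = 0.0339).

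**Figure D3:**
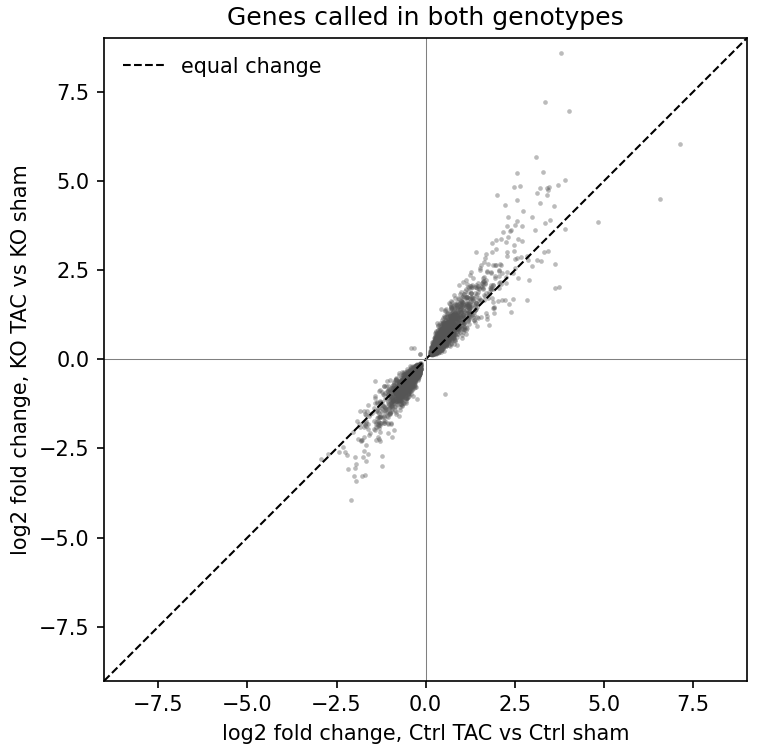
Log2 fold change after TAC in Ctrl animals (horizontal axis) and in KO animals (vertical axis) for the 3037 genes called in both. Points are genes and the dashed line marks equal change. The 2343 genes with a larger change in KO animals lie farther from the horizontal axis than that line.

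The preset gene lists were compared between KO TAC and Ctrl TAC, the contrast in which the study looked for affected pathways. Extracellular matrix and fibrosis genes were higher in KO TAC by a median of 0.40 log2, with 64 of 67 genes higher (camera adjusted p 1.83e-28). Inflammation genes were higher by 0.19 log2 (60 of 74 genes, adjusted p 1.26e-05) and actin filament organization genes by 0.12 log2 (75 of 101 genes, adjusted p 3.17e-07). Fatty acid metabolism genes were lower, with a median of -0.25 log2 and 53 of 55 genes lower (adjusted p 3.70e-18), as were amino acid catabolism genes (median -0.20 log2, 42 of 45 genes, adjusted p 5.30e-19) and energy production genes (median -0.14 log2, 94 of 100 genes, adjusted p 1.25e-19). Cytosolic ribosomal protein genes were higher by 0.10 log2 (70 of 79 genes, adjusted p 1.26e-05). Endoplasmic reticulum (ER) stress genes and translation factors had medians of -0.03 and -0.01 log2 (adjusted p 0.860 and 0.549).

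These camera values depend on the preset correlation between genes, which was too low for these libraries: of the 35 splits of the 8 TAC libraries into 2 groups of 4, up to 28 gave an unadjusted camera p under 0.05 for a list. With the correlation estimated from the data none of the 9 lists passed, with adjusted p values from 0.0686 (extracellular matrix and fibrosis) to 0.944. Under fry the calls held for extracellular matrix and fibrosis (adjusted p 0.00113), fatty acid metabolism (0.00394), amino acid catabolism (0.00248), energy production (0.0170) and actin filament organization (0.00394), and did not hold for inflammation (0.0590) and cytosolic ribosomal proteins (0.315). In the plot of gene set levels, every KO TAC library was above every Ctrl TAC library for extracellular matrix, inflammation and actin genes, and below for fatty acid metabolism and amino acid catabolism genes, the library labelled KO TAC 4 included.

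**Figure D4:**
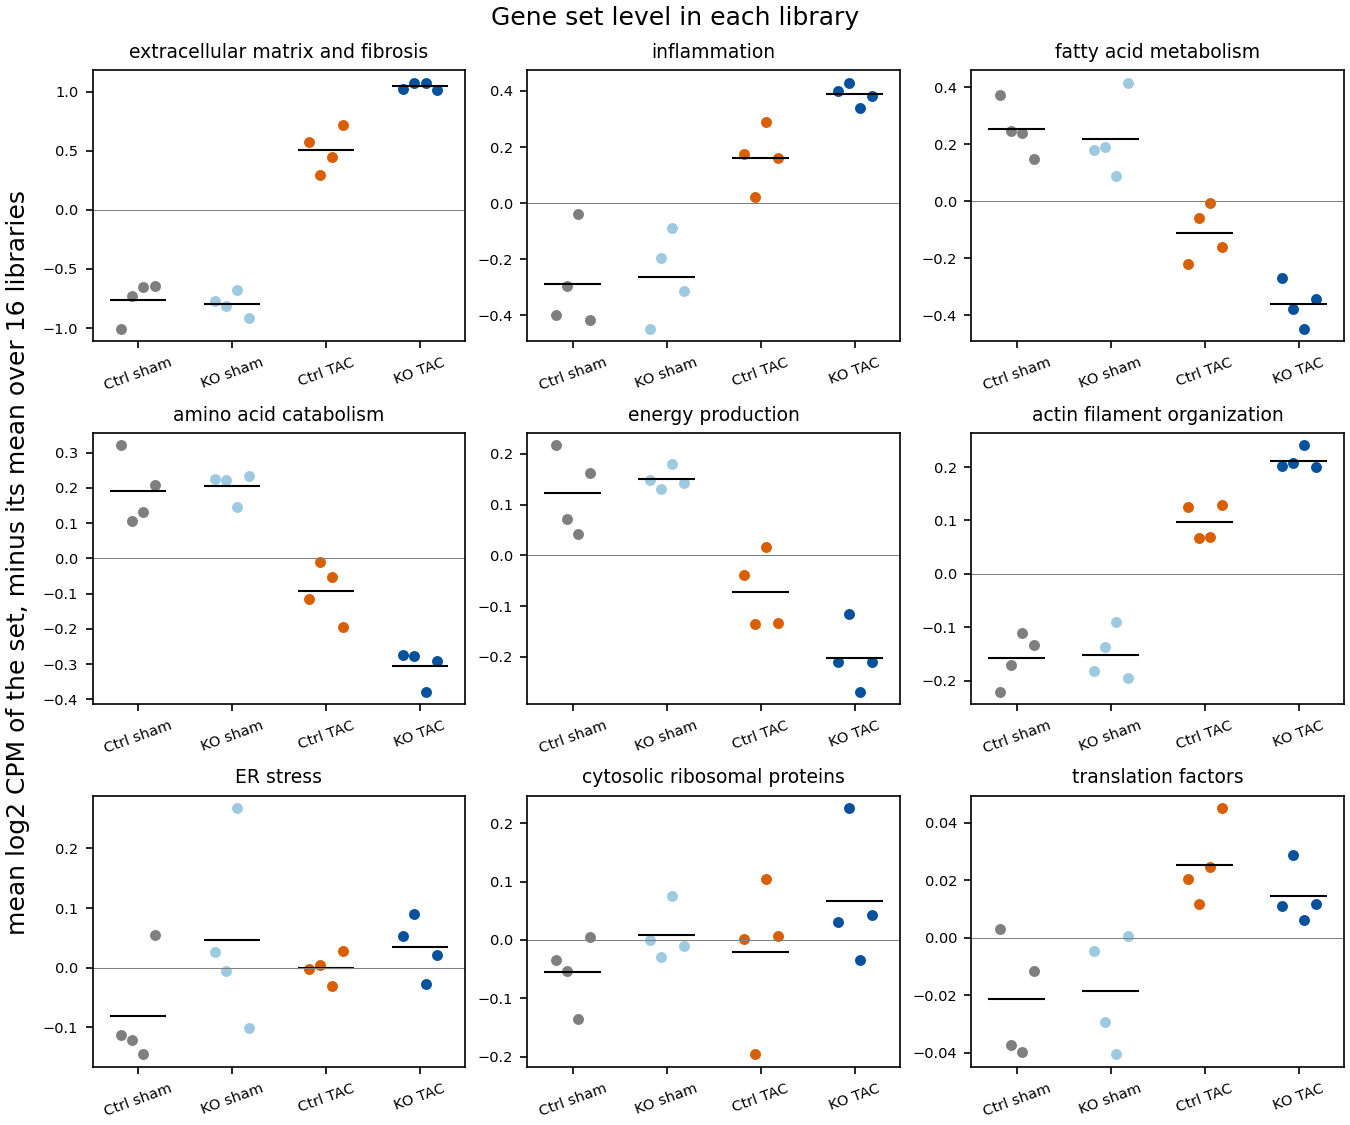
Level of each of the 9 gene lists in each library, as the mean log2 CPM of its genes minus the mean over all 16 libraries (vertical axis), by group (horizontal axis). Points are libraries and lines are group means. For extracellular matrix and fibrosis genes all 4 KO TAC libraries lie above all 4 Ctrl TAC libraries, and cytosolic ribosomal protein genes overlap between groups.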

Values the study reported

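The study reported a full-length Cardinal transcript of approximately 3 kb. In a time course of RNA sequencing after TAC, the study found total Cardinal already raised at the 3-hour point, with its maximum at 2 days.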

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

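The tests of the exchange of libraries, of counting error, of neighbouring tissue, of reads from other libraries, of the correlation of Dpm1 with Gm20716, of the reads missing from Lrrc14b, of the animal-number series (except the split of the TAC response by series) and of Ctrl TAC 2 as the source of the amplification were chosen after the result was seen. In all, 37 measures (library totals, genes detected, the first principal component, the 13 preset genes, the 9 gene lists and 12 marker lists) were examined in the 4 groups for a library far from its 3 replicates, by Dixon's ratio of the gap to the range. Of 148 groups of values 10 passed the 95% critical value, where chance gives about 7.4.

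The most extreme was Cardinal in the library labelled KO TAC 4 (ratio 0.978), at 4.55 CPM against 0.276 to 0.371 CPM in the other KO TAC libraries. An exchange with a library labelled Ctrl would leave a Ctrl library without Cardinal, and the lowest of the 8 was at 2.69 CPM. A mixture with RNA of a control TAC heart would need at least 54.7% control RNA. This share was reckoned with Ctrl TAC 1, the highest at 8.02 CPM. RNA at the level of Ctrl TAC 2, 3 or 4 (2.69 to 3.37 CPM) could not give 4.55 CPM at any share, which argues against those libraries as the source. A share of 54.7% or more would put the library at 0.453 or lower on an axis from Ctrl TAC (0) to KO TAC (1). On 500 genes chosen without it, the library lay at 0.408, below KO TAC 1, 2 and 3 held out the same way (0.677, 0.813 and 0.822) and among the Ctrl TAC libraries (0.155 to 0.539). This met what had been set down beforehand for a mixture. The further requirement, that the library lie above all Ctrl TAC libraries, was added after its position was seen, and it was not met, so the axis does not separate the explanations. Ctrl TAC 1, the Ctrl TAC library of the other animal-number series, lay at 0.414, and an animal that did not carry the deletion would lie there too. In the other 15 libraries 0 genes besides Cardinal told the genotypes apart across both operations, so no second gene could check the genotype. The mixture left open is one with RNA richer in Cardinal than the library itself, as in Ctrl TAC 1. That mixture, an animal without the deletion and an effect of the animal-number series on the axis cannot be told apart. On the first principal component, by contrast, the library lay with the KO TAC group, at 39.5 against 28.7 for the highest Ctrl TAC library. It also lay beyond every Ctrl TAC library for the extracellular matrix, inflammation, actin, fatty acid and amino acid lists. Its extracellular matrix level was 1.016, against 1.021 to 1.076 in KO TAC 1, 2 and 3 and at most 0.714 in Ctrl TAC. These positions and the axis point different ways, so the explanations stay open.

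Cardinal in Ctrl TAC 1 was also far from its replicates (ratio 0.872), at 8.02 CPM against 2.69 to 3.37 CPM. Counting error is argued against, since the lower 95% bound of 7.31 CPM is above the upper bounds of the others. A level common to the animal-number series is argued against by the Ctrl sham libraries, all of the same series, whose highest value was 3.86 CPM. A rise in this animal after TAC, for instance from a tighter constriction, was not tested and stays open.

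Ctrl TAC 2 stood apart in the marker lists of blood (ratio 0.889, lower) and adipose tissue (ratio 0.862, higher). It held 84 genes above 1 CPM and above 4 times any other library, where the other libraries held 0 or 1. Liver markers summed to 81.8 CPM in it, led by Alb at 48.6 CPM, and brain markers to 24.1 CPM, led by Snap25 at 7.49 CPM. Lung markers summed to 5.75 CPM against at most 0.949 elsewhere. On 6 lists of organs that had not been looked at, 16 of 33 detected genes were highest in this library, where 1 in 16 libraries gives 6.25%. They were 6 of 9 for pancreas, 7 of 9 for intestine, 1 of 2 for stomach and 2 of 5 for skin, with 0 of 5 for kidney and 0 of 3 for testis. Their levels were low: the most abundant pancreas gene, Ctrb1, was at 0.478 CPM against at most 0.121 CPM elsewhere, and the most abundant intestine gene, Lgals4, was at 23.7 CPM, below its highest level elsewhere of 74.9 CPM. The heart expresses 1 of the liver, 1 of the intestine, 2 of the skin and 1 of the testis genes above 1 CPM in the median of the other libraries. Neighbouring tissue taken with the heart is argued against as the whole source by the brain list, and reads from the other 15 libraries by the liver list, whose highest sum elsewhere was 7.999 CPM. A trace of RNA from several organs in this library is a candidate explanation, and no biological explanation was tested. Xist, which is transcribed in females, was at 3.91 CPM here and at most 0.807 CPM elsewhere, while the male gene Ddx3y was at 80.2 to 94.8 CPM in all 16 libraries.

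The other 6 were the library total (ratio 0.907) and the number of genes detected (0.900) in KO sham 1, amino acid catabolism in KO sham 3 (0.884) and in KO TAC 3 (0.844), actin filament organization in KO TAC 3 (0.833), and ER stress in Ctrl sham 4 (0.836), the Ctrl sham animal with a number starting with 33. Their number is close to what chance gives, and no explanation was tested for them. KO sham 1 held 67488407 counts against 59980174 to 60677413 in its replicates, and the deepest of a group also detecting the most genes needs no further explanation.

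For 2 genes the interaction passed the threshold. Dpm1 had an interaction of -1.52 log2. If shared reads were the cause, the sum of Dpm1 and Gm20716 was to show no interaction, as set down before it was computed. The sum had an interaction of 0.457 log2, opposite in sign to Dpm1 (edgeR unadjusted p 0.000361, adjusted p 0.157), which left the question open. A second test was then chosen. Within groups its CPM moved against that of the overlapping Gm20716 over the 16 libraries (Pearson r -0.909, permutation p 0.00031; Spearman rho -0.909, permutation p 0.00049; r -0.874 without the 2 libraries farthest from the median of Gm20716). Reads divided differently between these genes from library to library may account for the fall of Dpm1, on the second test only. Lrrc14b had an interaction of -0.86 log2. Ccdc127, which overlaps it, had -0.14 log2 (SE 0.0866, unadjusted p 0.121). At 75.3 to 100 CPM in the group means, Ccdc127 would rise by only 0.0916 log2 if it held the 4.93 CPM missing from Lrrc14b. The sum of both genes had an interaction of -0.203 log2 (SE 0.0818, edgeR unadjusted p 0.0232, adjusted p 0.362), where shared reads alone would give none. Ccdc127 makes up most of that sum, so a small change of its own would hide a shift of reads. Reads shared with Ccdc127 are therefore not excluded. With the animal numbers starting with 33 as a term neither gene was called (adjusted p 0.0509 for both). A different response of Lrrc14b by genotype stays open too. As many as 2 called genes came from 10 of 100 relabellings of genotype, the real one included, and the highest number was 227. The others of these 10 kept real differences between the animals. Those with 227 and 28 genes left the TAC groups unchanged. Those with 56, 30, 17 and 16 genes split the sham libraries by numbers starting with 33. Those with 4, 3 and 2 genes split the TAC libraries by series. Because of this the relabellings cannot decide whether chance gives 2 genes.

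The TAC response as a whole differed between the genotypes, with a median signed interaction of 0.115 log2 (permutation p 0.0237). It did not come from Ctrl TAC 2 alone, since it was 0.100 log2 without that library (permutation p 0.0380). With the animal-number series as a term it was 0.0969 log2 (permutation p 0.0506), so most of its size stayed and its p was no longer under 0.05. That p is approximate, since the series was removed once with the real groups and not again at each relabelling. The series as the whole cause would give a larger difference when the TAC libraries are split by series, and that split gave a median of 0.0808 log2 against 0.119 log2 for genotype, which argues against it. The 2 splits share 6 of the 8 libraries, and the difference between these medians was not itself tested. The series as a part of the cause and the genotype cannot be told apart, because 3 of 4 Ctrl TAC animals and 1 of 4 KO TAC animals belong to one series. A larger response of KO hearts to the same load and a contribution of the series both stay open.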

How the results depend on the processing

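The tests on other splits of the libraries were written down after their counts had been seen. The number of genes called for TAC in KO animals stayed within 1.5 times of 6271 in all alternatives, and that in Ctrl animals in all but the threshold of 0.01, which left 2076. The difference between these numbers depended on the terms for animal numbers. With the animal-number series as a term they were 6229 in KO and 2479 in Ctrl animals. With the numbers starting with 33 as a term they were 4831 and 3862. Over the 16 fits that each left out 1 library they ranged from 2694 to 3719 in Ctrl and from 5374 to 6495 in KO animals. Of the 35 splits of the same 8 libraries, 1, the real one, gave as many genes in each of these contrasts, and the next highest split gave 13 genes and 1 gene.

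The number of genes that differed between KO TAC and Ctrl TAC depended on most choices. In place of 489 it was 19 at an adjusted p under 0.01, 285 with no filter (175 higher and 110 lower), 12 with the animal-number series as a term, 154 in a fit to the 8 TAC libraries alone (94 higher and 60 lower), 1180 with DESeq2, and 109 with both Ctrl TAC 2 and KO TAC 4 left out, a choice made after seeing the data. Leaving out 1 library gave 63 (without Ctrl TAC 2) to 733 genes (without Ctrl TAC 4), with 84 without KO TAC 3, 152 without KO TAC 2, 190 without Ctrl TAC 3, 258 without KO TAC 1 and 324 without KO sham 2. All 63 genes left without Ctrl TAC 2 were among the 489. A lower threshold takes calls away by construction; for the other settings the cause was not tested. Of the 35 splits of the 8 TAC libraries 1, the real one, gave as many genes. The next highest, with 4 genes, was the split by animal-number series. The RLE size factors and the filter of 10 counts in every library gave 484 and 602 genes.

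Between KO sham and Ctrl sham, where 0 genes were called, the 8 sham libraries alone gave 2, DESeq2 gave 3, and leaving out both unusual TAC libraries gave 1. Leaving out 1 library gave 0 to 2. With 0 genes in the real split, all 35 splits of the sham libraries give as many by construction, so their number decides nothing. The highest, with 111 genes, set the animals with numbers starting with 33 (Ctrl sham 4 and KO sham 1, 2 and 3) against the other 4, and the next highest gave 1. With these numbers as a term, a choice made after seeing the data, KO sham and Ctrl sham differed in 0 genes. For the interaction, where 2 genes were called, the threshold of 0.01 gave 0, no filter 1, the animal-number series 0, DESeq2 132, both unusual libraries left out 0, the numbers starting with 33 as a term 0, and leaving out 1 library from 0 to 18 genes (18 without Ctrl TAC 4). The cause was not tested.

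The median amplification kept its sign in the alternatives run for it (RLE size factors, 10 counts in every library, responding genes with a change over 1 log2, the 2 terms for animal numbers, both unusual libraries left out and each library left out). Its permutation p was above 0.05 with the animal-number series as a term (0.0969 log2, p 0.0506) and with both unusual libraries left out (0.117 log2, p 0.0514), and over the fits that each left out 1 library the median was 0.0964 to 0.131 log2, with a p of 0.0571 without Ctrl sham 3 and 0.0559 without Ctrl sham 4. With the numbers starting with 33 as a term it was 0.153 log2. Over these alternatives the p ranged from 0.00449 to 0.0571.

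Cardinal depended on the library labelled KO TAC 4. With both unusual libraries left out its log2 fold change in KO TAC against KO sham changed sign to -0.46, that in KO sham against Ctrl sham was -2.92 and past the threshold (edgeR adjusted p 0.00101), and that in KO TAC against Ctrl TAC was -3.81 and past it (adjusted p 0.000293). Leaving out 1 library gave -0.22 to 0.43 for Ctrl TAC against Ctrl sham, -0.46 to 1.95 for KO TAC against KO sham, -3.02 to -2.76 for KO sham against Ctrl sham and -3.64 to -1.08 for KO TAC against Ctrl TAC. DESeq2 gave a log2 fold change of -2.93 in KO sham against Ctrl sham and no adjusted p for Cardinal in any of these contrasts, so this alternative gave no call. The first of these ranges reached below 0 without Ctrl TAC 1 and the second without KO TAC 4.

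For the gene lists, estimating the inter-gene correlation raised the adjusted p to 0.0686 for extracellular matrix and fibrosis, 0.208 for inflammation, 0.0729 for fatty acid metabolism, amino acid catabolism and actin filament organization, 0.175 for energy production and 0.580 for cytosolic ribosomal proteins. Fry gave 0.0590 for inflammation and 0.315 for cytosolic ribosomal proteins. Leaving out each TAC library gave 9.09e-11 to 0.153 for cytosolic ribosomal proteins, which lost its call without Ctrl TAC 2 and without KO TAC 2, and 0.619 to 0.994 for ER stress, whose direction changed without Ctrl TAC 3. The other splits show how the preset correlation acts. Of the 35 splits of the TAC libraries, 26 gave an unadjusted camera p under 0.05 for extracellular matrix genes, 28 for energy production and 27 for cytosolic ribosomal proteins. As small a p as the real one came from 1 split, the real one, for extracellular matrix and fibrosis, fatty acid metabolism, amino acid catabolism and actin filament organization, from 4 for energy production, 5 for inflammation, 16 for cytosolic ribosomal proteins and for translation factors, and 26 for ER stress.

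Single genes were recomputed with RLE size factors, DESeq2, the 2 terms for animal numbers, the 8 libraries of the groups compared (53 of 55 results), both unusual libraries left out and each library left out. Of 55 results 31 were the same in all of these. Among 1208 values 110 were weaker, 9 stronger and 7 reversed. The reversed ones were differences between KO TAC and Ctrl TAC close to 0: Myocd with the animal-number series as a term (0.0691 log2), and Myocd (-0.0814 to 0.0266 log2), Acta1 (-0.202 to 0.0899 log2) and Drg1 (-0.00492 to 0.0399 log2) over the fits that each left out 1 library.

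Unequal depth between libraries did not account for the number of genes that differed between KO TAC and Ctrl TAC. Whether more depth would add genes was not tested. With all libraries thinned to the lowest total of 53169437 counts, 495 genes differed between KO TAC and Ctrl TAC, and 449 of them were among the 489. The counts of the other contrasts were not compared at equal depth. Depth does limit Cardinal in KO hearts, where 17 to 35 counts stood behind each value outside the library labelled KO TAC 4.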

Other observations

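The tests of the animal-number series, of the tightness of the constriction, of the difference between marker lists within libraries and of the animal numbers starting with 33 were chosen after the result was seen. The 489 genes that differed between KO TAC and Ctrl TAC were set against technical explanations. Removing each library's trend on GC content and gene length left 613 called genes, 451 of them among the 489, and thinning to equal depth left 495, which argues against these biases as the whole cause. A lower share of heart muscle cells would raise the markers of all other cell types alike. The fibroblast list was higher in KO TAC by 0.34 log2 (SE 0.08) and the smooth muscle and pericyte list by 0.0642 log2 (SE 0.07), with 0.08 (SE 0.09) for endothelial cells and 0.11 (SE 0.11) for macrophages. Taken within each library, the difference between the first 2 lists was 0.276 log2 (SE 0.143), less than 2 SE. Leaving out 1 TAC library, it was lowest without Ctrl TAC 2, at 0.164 log2 (SE 0.105). It was over 2 SE only without Ctrl TAC 4 (0.353 log2, SE 0.156) and without KO TAC 4 (0.321 log2, SE 0.147). Whether it passed 2 SE thus depended on single libraries, so a lower share is not excluded. Leaving out each TAC library in turn, the list values were 0.0284 (without Ctrl TAC 1) to 0.107 log2 (without KO TAC 2) for smooth muscle and pericytes, 0.0351 (without Ctrl TAC 4) to 0.155 log2 (without Ctrl TAC 1) for endothelial cells and 0.0399 (without KO TAC 2) to 0.202 log2 (without KO TAC 3) for macrophages. The heart muscle list was lower, with a mean difference of -0.19 log2 and 15 of 15 genes lower. Of the 10 fibroblast and the 10 macrophage markers, 8 each are also on the gene lists, so more fibroblasts and more matrix transcripts per fibroblast are not separated. Of the remaining lists, atrial myocyte, which holds Nppa, differed by 0.51 log2 (SE 0.12) and lymphoid by 0.67 log2 (SE 0.32). The others moved most without Ctrl TAC 2. They were 0.43 for blood (SE 0.28), -0.70 for adipose (SE 0.54), -0.64 for lung (SE 0.66), -0.09 for skeletal muscle (SE 0.46) and -0.00199 log2 for sex (SE 0.15). Without that library they were 0.202, -0.230, 0.0132, 0.332 and 0.136 log2, and lymphoid was 0.457 log2. Skeletal muscle was -0.386 log2 without Ctrl TAC 4 and lung -0.966 log2 without Ctrl TAC 3. The heart muscle, fibroblast and atrial myocyte lists were at the smallest p that the exact permutation test over 70 relabellings can give (0.0286). With 3 of 12 lists at this limit their adjusted p is 0.114, so that these lists did not pass was set by the design.

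The animal-number series as the whole cause is argued against by the split of the TAC libraries by series, which called 4 genes. With the series as a term 12 genes were left, and the series as a part of the cause and the genotype cannot be told apart, since the groups differ in both. A constriction that happened to be tighter in KO animals may also give a larger TAC response, and 97.7% of the genes shared with the averaged TAC effect differed in its direction. Pressure gradients were not analysed here. A larger response of KO hearts to the same load stays among the explanations.

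The genotype difference was also sought within each series. KO TAC 4 minus the mean of Ctrl TAC 2, 3 and 4 and the mean of KO TAC 1, 2 and 3 minus Ctrl TAC 1 share no library. Across genes, which are not independent replicates, their Pearson r was 0.128 and Spearman rho 0.211. This was the highest r of 16 choices of the odd library in each series, but the next was 0.123, and 16 choices cannot give a p under 0.05. A genotype difference common to both series could not be shown or excluded this way.

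The sham libraries differed by a part of the animal number. Ctrl sham 4 and KO sham 1, 2 and 3, with numbers starting with 33, differed from the other 4 sham libraries in 111 genes, 87 higher and 24 lower, the most of the 35 splits, and the next highest split gave 1. Genotype as the whole cause is argued against by the split by genotype, which called 0 genes (479 with an unadjusted p under 0.05). Among called genes with an average log2 CPM of at least 5, a limit set after the values were seen, the largest rises were those of the heat shock genes Hspa1a (4.99 log2, SE 0.96), Hsph1 (2.26 log2, SE 0.26), Hsp90aa1 (1.76 log2, SE 0.16) and Dnaja1 (1.65 log2, SE 0.27). Hsp90aa1 was at 280 to 459 CPM in these libraries, 93.1 to 110 CPM in the other sham libraries and 146 to 255 CPM in the TAC libraries. A heat shock response in Ctrl sham 4 and KO sham 1 and 2 is a candidate explanation. Listed before their values were seen, 14 heat shock genes that were not called were all higher on average in the 33 libraries. The difference was 0.538 log2 (exact permutation p 0.0286, the smallest it can give). This split was chosen as the most extreme of the same libraries, so this p is not independent support. The list level was 0.361 to 0.533 log2 in Ctrl sham 4 and KO sham 1 and 2. In KO sham 3 it was -0.130, near the other sham libraries (-0.287 to -0.216) and within the TAC libraries (-0.185 to 0.253). Beside the groups 71 genes were called for these numbers. Whether the numbers stand for a batch, a cage or a time of collection is not given in the labels, so a difference of handling and a difference between the animals cannot be told apart. These animals make up 3 of 4 KO sham and 1 of 4 Ctrl sham animals, so a genotype difference in sham hearts is partly mixed with it, and 0 genes between KO sham and Ctrl sham do not exclude a small one.

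Cytosolic ribosomal protein transcripts were also compared in sham hearts. They were higher in KO sham for 78 of 79 genes, by 0.0631 log2 on average. The spread between libraries is as large (SD 0.0590 log2 among Ctrl sham libraries, exact permutation p 0.143), so library to library spread may account for it. Split by animal numbers starting with 33 the difference was 0.0714 log2 (exact permutation p 0.0571), so these numbers, which 3 of 4 KO sham animals have, may contribute too, and the direction of many genes together is 1 observation, not 79.

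According to the study, Cardinal expression was lost completely in KO mice. In the KO sham libraries here 13.1% of the Ctrl sham level remained, and the source of these reads was not examined. The study also reported by RT-qPCR a rise of Cardinal after TAC and, in KO against control hearts after TAC, higher levels of Anp (Nppa), Bnp (Nppb), Acta1 and Fbn1. In these libraries Nppa and Fbn1 were higher in KO TAC, by 1.18 and 0.40 log2, and were called over the list alone (adjusted p 0.00662 and 0.0143) but not over all genes (0.0634 and 0.102, over the alternatives 0.00502 to 0.258 and 0.0265 to 0.352). The rise of Cardinal and higher Acta1 and Nppb were not seen as group differences. Cardinal was higher after TAC in 1 of 4 Ctrl libraries, and the log2 fold changes of Acta1 and Nppb between KO TAC and Ctrl TAC were -0.05 and 0.37 (edgeR adjusted p 0.947 and 0.630).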
